A study of Homo sapiens with 20 samples. Its data were reported in "STAG2 regulates interferon signaling in melanoma via enhancer loop reprogramming" (2022).

How the data were processed

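ChIP-seq peak lists of 4 antibodies, against STAG1, STAG2, CTCF and SMC1A, were analysed in M14 human melanoma cells that carry a doxycycline-inducible shRNA against STAG2. Each antibody had 2 WT and 2 STAG2-KD libraries, which gives 16 lists. The input libraries had no list of their own and entered only as the authors' controls. Per the labels, the libraries without a number in their title form one set (replicate 1) and those numbered 2 form another (replicate 2), and the sets differ in chromatin extraction and in size selection, by beads in replicate 1 and by gel in replicate 2. Libraries with the same replicate number therefore share a batch, and WT and STAG2-KD lists were compared within it.

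Per the study's methods, reads were aligned to hg19 with bowtie2, low-quality and duplicate reads were removed with samtools and picard, and peaks were called with MACS2 against input, with 1 list per library. The deposited lists give for each peak a whole-number score, a fold enrichment at the summit, which is a ratio of pileup to expected background, and −log10 p-value and −log10 q-value. These are the authors' values and were used only to describe, rank or filter peaks within a list. The score that the authors deposited is the −log10 q-value in replicate 1 and the −log10 p-value in replicate 2, multiplied by 10 and truncated. The sets were not processed alike. Every list of replicate 1 had −log10 q-values of at least 2 and contig names of a GRCh37 assembly with patches and alternate loci, and its narrowest peak was 120 bp wide. Every list of replicate 2 was limited by p-value, with −log10 p-values of at least 2 and q-values of up to 0.489, used UCSC names, and had a narrowest peak of 150 bp. List lengths and peak widths therefore differ between the sets for technical reasons, and lost and gained sites were called only within a set.

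Peaks on chromosomes 1 to 22, X and Y were kept, which left out 2.97% to 4.60% of the rows in replicate 1 and 0.137% to 0.253% in replicate 2. No peaks within a list overlapped, so merging changed no count. A site was shared when intervals overlapped by at least 1 bp. A WT peak without a STAG2-KD peak was called lost, and a STAG2-KD peak without a WT peak was called gained. This is presence or absence at the authors' thresholds and not a test of differential binding, and a site just under a threshold in one library counts as absent. A switch site was a lost STAG2 site that had no STAG1 peak in WT and had one in STAG2-KD. Non-switch sites were the lost STAG2 sites with no STAG1 peak in either.

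Peak numbers were compared by a two-sided exact permutation test of log2 peak number. With 2 libraries against 2 the smallest p it can give is 0.333, so it cannot reach 0.05. Enrichments were given as odds ratios in each replicate, with a two-sided permutation test that drew labels 1000 times within 10 strata of WT STAG2 peak rank and with Benjamini-Hochberg adjustment over 6 tests. The smallest p these permutations can give is 0.001. Sites are not replicates: these tests describe the libraries of 1 replicate. The functions were tested on 20000 simulated sites for the switch enrichment, of which 12009 entered the test. An odds ratio made as 0.375 was found as 0.364, and 5.65% of 2000 simulations with no relation gave a p below 0.05.

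The depth of each library was recovered from the fold and p-value columns. MACS2 computes both from the pileup and the expected background, whose lowest value is set by depth, fragment extension and genome size. The pileups of 100% of the peaks at that lowest value came out as whole multiples of the scaling factor, in each of the 16 lists. Read numbers assume a genome size of 2.7 Gb and an extension equal to the narrowest peak; neither is stated, and ratios within a set do not depend on the genome size. Libraries had 20.2 to 46.7 M reads in replicate 1 and 37.4 to 71.7 M in replicate 2. In 4 simulated lists the background and the scaling were found with a relative error of at most 8.73e-05%.

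Positions are hg19, 1-based. The reference sequence and the GENCODE annotation used were of the same build, and 0 peaks ran past the end of a chromosome. A site was assigned by its midpoint to a promoter (within 1 kb of any annotated transcript start), exon, intron or intergenic region, in this order. CTCF motifs were matches to CC[ACT][CG][CT]AG[AG][GT]GG on either strand within 100 bp of a summit, with the sequence 5 kb away as background. This short core misses many CTCF sites, so motif shares are for comparison only. The sites named in the text were fixed before the data were examined: 8 loci that the study names, the places matched by its guide sequences, and the 5 STAG2 sites lost in both replicates and the 5 STAG1 sites gained in both with the lowest sum of ranks. Genes that the report or the closing section adds to these were chosen after the values were seen.

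Before the data were examined, alternatives were also fixed: a stricter threshold (−log10 q-value of at least 5), equal numbers of the 58521 strongest peaks from every list, an overlap of at least 50% of the shorter interval, lists of different replicate numbers set against each other, the strongest 50% of the list that holds a site against the full other list, rows as deposited, the replicate number as a block for peak number, labels permuted over all sites, all WT STAG2 sites as background, promoters of 3 kb and leaving out each replicate. A common threshold (−log10 q-value of at least 2 in every list) was added after the data were seen.

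Whether the 2 replicates are independent is open. Their lists overlap less than lists of one set, but peaks found in a single list of replicate 1 recur in the same group of replicate 2, and the WT STAG2 lists of both sets hold peaks on the same exons of liver-expressed genes. Agreement of recovered pileups and of summit positions between libraries was also looked at and separated nothing. The labels give separate samples, so n = 2 is kept, and an SD here covers the differences between the sets and may not cover biological variation. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.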

Results

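ChIP-seq of STAG1, STAG2, CTCF and SMC1A was compared between WT and STAG2-KD M14 cells. STAG1 and STAG2 are alternative subunits of cohesin, the ring complex that holds chromatin loops together, SMC1A is a core subunit of every such ring, and CTCF is the DNA-binding protein at which cohesin often stops. M14 is an established human melanoma line. The 16 peak lists comprised 2 WT and 2 STAG2-KD libraries for each antibody. Depth recovered from the lists was 20.2 to 46.7 M reads per library in replicate 1 and 37.4 to 71.7 M in replicate 2.

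The first question was whether STAG2 KD changed the number of sites. The STAG2 lists, which show the target of the knockdown, fell from 79115 peaks in WT to 58521 in STAG2-KD in replicate 1, and from 119021 to 106203 in replicate 2. The log2 ratio was −0.43 and −0.16, with a mean of −0.30 ± 0.19 (SD, n = 2). STAG1 peaks increased from 63535 to 85621 in replicate 1 and from 98453 to 104663 in replicate 2, a mean log2 ratio of 0.26 ± 0.24 (SD, n = 2). SMC1A peaks changed from 82287 to 91582 and from 148396 to 150308, a mean log2 ratio of 0.086 ± 0.096 (SD, n = 2). CTCF peaks went from 86389 to 88726 in replicate 1 and from 122341 to 115487 in replicate 2, so the replicates disagreed in direction, with log2 ratios of 0.039 and −0.083. For STAG1, STAG2 and SMC1A the direction was the same in both replicates. The two-sided exact permutation test gave p = 0.667 for STAG1, STAG2 and SMC1A and p = 1 for CTCF. It cannot decide whether these differences exceed the spread between libraries, since the smallest p it allows is 0.333. The 2 sets differ in calling threshold, and this spread enters the test.

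**Figure D1:**
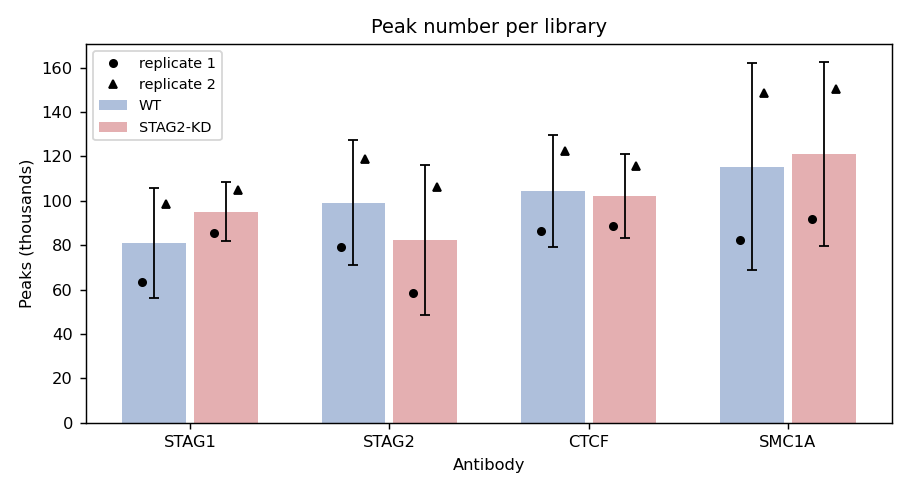
Number of peaks on the chromosomes (in units of 1000) by antibody in WT (blue) and STAG2-KD (red); bars are means, error bars SD over 2 replicates, circles replicate 1 and triangles replicate 2. STAG2 falls and STAG1 rises in both replicates, from 79115 to 58521 and from 63535 to 85621 in replicate 1, and all lists of replicate 2 are longer than those of replicate 1 in the same group.

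Next, WT and STAG2-KD sites were compared within each replicate. Of the WT STAG2 peaks, 32.2% in replicate 1 (25466 peaks) and 22.1% in replicate 2 (26283 peaks) had no STAG2-KD peak, a mean of 27.1% ± 7.15 (SD, n = 2). Of the STAG2-KD STAG2 peaks, 9.32% ± 3.82 (SD, n = 2) had no WT peak. STAG1 showed the opposite order, with 10.0% ± 5.06 lost and 25.2% ± 9.23 gained (SD, n = 2). The lost and gained shares were 14.6% ± 3.24 and 13.6% ± 2.08 for CTCF, and 22.4% ± 4.79 and 29.1% ± 0.823 for SMC1A (SD, n = 2). Changed sites were weak sites of their lists. Lost STAG2 peaks had a median strength percentile of 20.8 in replicate 1 and 17.4 in replicate 2, against 66.1 and 61.0 for the retained ones. Counting only the strongest 50% of the list that holds the site, against the full other list, moved the shares of STAG2 lost and STAG1 gained most among the alternatives, to 1.96% and 0.996%.

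**Figure D2:**
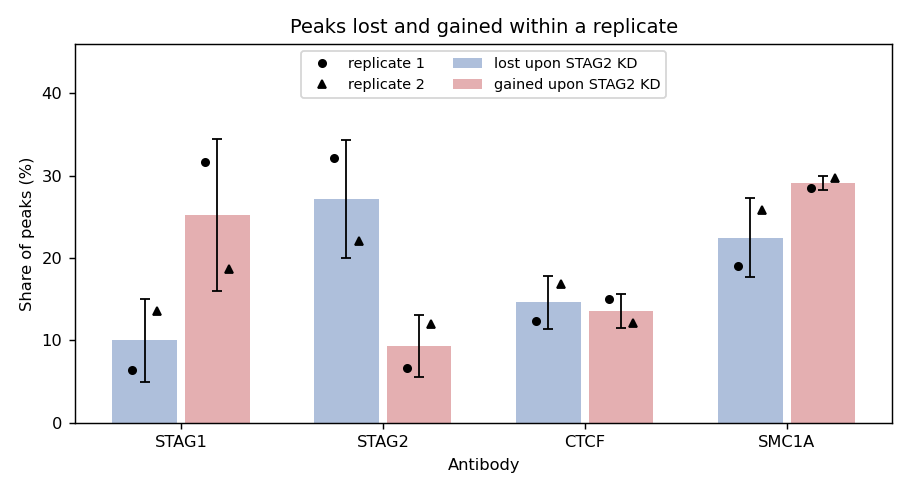
Share of peaks (%) lost (blue, of WT peaks) and gained (red, of STAG2-KD peaks) by antibody; bars are means, error bars SD over 2 replicates, circles replicate 1 and triangles replicate 2. STAG2 lost more than it gained (27.1% against 9.32%) and STAG1 gained more than it lost (25.2% against 10.0%), in both replicates.

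Across both replicates, 3492 STAG2 sites were present in both WT lists and in neither STAG2-KD list, and 386 showed the reverse. For STAG1, 808 sites were lost and 4597 were gained in both. As background, the crossed split of the same 4 libraries, WT of one replicate with STAG2-KD of the other, gave 27 and 3 sites for STAG2 and 30 and 362 for STAG1. CTCF also exceeded its crossed split, with 2419 sites lost and 1531 gained against 56 and 135, as did SMC1A, with 2053 and 4119 against 104 and 112. The crossed split is a fair background only if the replicates are independent, which these lists leave open, and its counts depend on the unequal thresholds of the sets. With equal numbers of peaks from every list it gave 315 and 247 sites for STAG2, against 3337 lost and 2348 gained, and 358 and 394 for STAG1, against 1880 lost and 2203 gained.

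The central question was whether STAG1 was gained where STAG2 was lost. In replicate 1, 5205 of the 25466 lost STAG2 sites (20.4%) were switch sites, and in replicate 2, 2614 of 26283 (9.95%), a mean of 15.2% ± 7.42 (SD, n = 2). A further 35.9% and 25.1% of the lost sites already had a STAG1 peak in WT. At 50.9% and 74.2% of the lost sites no STAG1 peak was present in STAG2-KD cells.

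The gain at lost sites was then compared with that at retained sites, against 2 backgrounds. Among WT STAG2 sites with no STAG1 peak in WT, which are the sites that can gain one, STAG1 was gained at 31.9% of the lost and 71.3% of the retained sites in replicate 1, an odds ratio of 0.188 (permutation p = 0.001, adjusted p = 0.001). In replicate 2 the shares were 13.3% and 37.9%, an odds ratio of 0.251 (permutation p = 0.001, adjusted p = 0.001). STAG1 gain was thus less frequent at lost than at retained sites in both replicates, and within strata of peak strength the odds ratios were 0.219 and 0.303. With all WT STAG2 sites as background the unstratified odds ratios reversed, to 2.79 and 1.72, but within strata of peak strength they were 0.591 and 0.654, again with less gain at lost than at retained sites (permutation p = 0.001 in each). The backgrounds differ in that 88.2% and 84.1% of the retained STAG2 sites already had a WT STAG1 peak and could not gain one.

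Switch sites were then compared with non-switch sites. A WT CTCF peak was present at 44.9% of the switch and 22.05% of the non-switch sites in replicate 1, an odds ratio of 2.88, and at 50.3% and 25.7% in replicate 2, an odds ratio of 2.93. A WT SMC1A peak was present at 49.8% and 41.8% in replicate 1, an odds ratio of 1.38, and at 54.5% and 44.2% in replicate 2, an odds ratio of 1.51. Each of the 4 comparisons had a permutation p of 0.001, the smallest that can be given, and an adjusted p of 0.001. With equal numbers of peaks from every list the SMC1A odds ratios were 1.16 and 1.21 and no longer passed 0.05 (permutation p = 0.137 and 0.142).

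Lists resembled their own set more than their own group. The Jaccard index, shared over covered base pairs, of WT and STAG2-KD lists within a replicate averaged 0.664 for STAG1, 0.640 for STAG2, 0.730 for CTCF and 0.589 for SMC1A. Between replicates of a group it averaged 0.469, 0.378, 0.476 and 0.380.

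By annotation, 20.3% ± 5.49 of lost STAG2 sites and 27.1% ± 6.25 of gained STAG1 sites lay in promoters, against 23.8% ± 2.58 of all WT STAG2 sites (SD, n = 2). Each SD spans the difference between the sets. Within replicate 1 the promoter share was 24.2% of lost STAG2, 31.6% of gained STAG1 and 25.6% of all WT STAG2 sites, and within replicate 2 it was 16.5%, 22.7% and 21.9%, so it was lower at lost STAG2 than at gained STAG1 sites in both. This difference was not tested. Introns held 50.1% ± 3.10 of lost STAG2 sites, 41.6% ± 3.91 of gained STAG1 sites and 44.8% ± 2.34 of all WT STAG2 sites.

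At the loci that the study names, most sites near the genes were not lost or gained in both replicates. A site here joins the overlapping peaks of the 4 lists of an antibody. At IRF9 (chromosome 14, 24630443 to 24637252, plus strand), STAG1 and STAG2 each had 1 peak, at the promoter, in all 4 lists. This STAG2 peak stood at percentile 72.3 of its list in WT and 57.5 in STAG2-KD in replicate 1. In replicate 2 it stood at 82.8 and 79.7. The STAG1 peak stood at 59.0 and 66.3 in replicate 1 and at 66.1 and 72.7 in replicate 2. STAG2 thus stood at a lower and STAG1 at a higher percentile in STAG2-KD in both replicates, a difference that was not tested. Percentiles move with list length, which in replicate 1 went from 63535 to 85621 peaks for STAG1 and from 79115 to 58521 for STAG2. The percentiles therefore do not show that binding changed at this promoter. A CTCF site 5′ of the gene (24623655 to 24623890) was present in both WT lists and in neither STAG2-KD list. SMC1A sites were gained in both replicates at ISG15 (chromosome 1, 949338 to 949586 and 949716 to 950006), at IRF7 (chromosome 11, 614627 to 614902) and at STAG2 (chromosome X, 123197903 to 123198470). IRF7 also gained a STAG1 site (612085 to 612289). Within STAG1 itself, 2 STAG2 sites were lost in both replicates (chromosome 3, 136070778 to 136071083 and 136453376 to 136453694), and a CTCF site was lost at USP18 (chromosome 22, 18650552 to 18650844). The first of these STAG2 sites stood at percentile 37.6 in WT replicate 1 and 49.8 in WT replicate 2. The second stood at 1.38 and 33.5, so its call in replicate 1 was near the threshold. No site of the 4 antibodies was lost or gained in both replicates within 10 kb of CD274 (chromosome 9, 5450503 to 5470566) or DUSP6 (chromosome 12, 89741012 to 89746278). At DUSP6 this says little for SMC1A and STAG2, whose peaks were joined into long sites, 89739078 to 89750672 and 89742148 to 89750586. The SMC1A lists held 14 and 5 peaks there in WT and 15 and 4 in STAG2-KD. A peak lost or gained inside such a site could not be seen.

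The study's guide sequences matched the reference downstream of IRF9. Guides ACTGCCACCTCCCGTCTACT (minus strand) and GAAGCCCCGTCACTCCCGTG (plus strand) bracket 450 bp of chromosome 14, 24712077 to 24712526, at a promoter 0.433 kb from the TINF2 start. Guides TTGGGTTCTACACTGTCAGG and CAGGCTGATGACGCCCCGAG, both on the minus strand, bracket 313 bp, 24685289 to 24685601, at a promoter 0.169 kb from the MDP1 start. Each of these guides is followed by an NGG motif. Both intervals had a peak in each of the 16 lists. The guides for the study's putative IRF9 enhancer matched beside the first interval, at 24711693 to 24711712 and 24711748 to 24711766. The latter is followed by CTC and not by NGG. Some peaks of the first interval reach over these matches, such as STAG2-KD CTCF in replicate 1 (24711301 to 24712565). Its values may therefore not belong to that interval alone. In the first interval the STAG1 peak stood at percentile 60.004 of its list in WT and 80.3 in STAG2-KD in replicate 1, and at 75.6 and 83.6 in replicate 2. STAG2 did not stand lower there: its peak was at 81.4 and 83.9 in replicate 1 and at 90.4 and 94.0 in replicate 2. CTCF stood at 71.2 and 78.4 in replicate 1 and at 80.6 and 84.1 in replicate 2. In the second, STAG1 stood at 64.3 and 74.6 in replicate 1 and at 76.7 and 74.8 in replicate 2, so the replicates disagreed in direction. They also disagreed for STAG2, at 84.8 and 76.8 in replicate 1 and at 87.7 and 90.1 in replicate 2. These percentiles too move with list length.

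Among the STAG2 sites lost in both replicates, 3 of the 5 with the lowest sum of ranks lay over coding exons of ALB and FGA: chromosome 4, 74279103 to 74279404 and 74274304 to 74274550 (ALB), and 155506672 to 155506982 (FGA). The ALB sites also lie within 1 kb of an annotated transcript start and count as promoter above. The fold enrichment of the 3 sites was 15.6, 15.9 and 13.9 in WT replicate 1 and 11.4, 9.32 and 10.6 in WT replicate 2. None of the 3 had a CTCF or SMC1A peak in any list. The other 2 were at AP3B1, over a pseudogene within that gene (chromosome 5, 77517892 to 77518377), and over a coding exon of PDE4B (chromosome 1, 66819870 to 66820617), both with WT STAG1 and WT CTCF peaks in both replicates, and the PDE4B site also with WT SMC1A peaks in both. The 10 WT STAG2 peaks of replicate 1 over ALB all had their summits in exons, which make up 9.78% of the gene's span, as did 10 of the 11 in replicate 2.

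**Figure D3:**
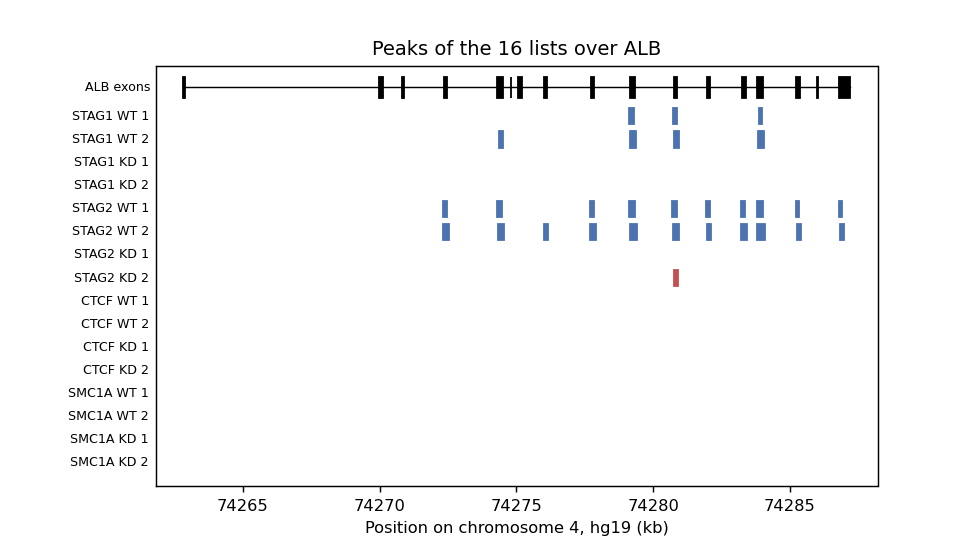
Peaks of the 16 lists (blue WT, red STAG2-KD) along ALB on chromosome 4 of hg19 (position in kb), with the gene's coding-transcript exons in black. WT STAG2 has 10 peaks in replicate 1 and 11 in replicate 2, WT STAG1 has 3 and 4, STAG2-KD STAG2 has 1 in replicate 2, and CTCF and SMC1A have none.

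The 5 STAG1 sites gained in both replicates with the lowest sum of ranks lay in introns of TPTE2 (chromosome 13, 20034237 to 20034615), NDC1 (chromosome 1, 54287047 to 54287431) and IL1RAPL1 (chromosome X, 28608517 to 28608972), and between genes at chromosome 2, 235494123 to 235494537, and chromosome 14, 65637519 to 65638290. The TPTE2 site had a fold enrichment of 12.6 in replicate 1 and 8.02 in replicate 2. None of the 5 was a STAG2 site lost in both replicates.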

Values the study reported

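The study reported 79,115 STAG2 peaks in WT cells. After STAG2 KD it counted 32,647 STAG2 peaks with lower binding and 998 with higher binding. For STAG1 it counted 285 peaks with lower binding and 30,621 with higher binding. STAG1 binding was higher at about 41% of the sites that lost STAG2.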

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

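The tests of depth, of the shared input on peak number and of reads placed at several loci were chosen after the results were seen.

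The peak numbers of STAG1 and STAG2 moved in opposite directions upon STAG2 KD in both replicates, with a difference between their mean log2 ratios of 0.56. This difference was not tested. All 4 antibodies of a condition share an input library, and a change in that input alone would move them the same way, but the gap between the STAG1 and STAG2 log2 ratios was at least 0.25 in each replicate with opposite signs. The depth that MACS2 used for STAG2 was higher in STAG2-KD, by a ratio of at least 1.04 in both replicates. For libraries scaled down to the input, the depth used is that of the input. In replicate 1 it was 38.6 M for both WT STAG1 and WT STAG2. Before scaling to the input the STAG2 ratio was 0.951 in replicate 1 and 1.03 in replicate 2. The deeper STAG2-KD library of replicate 2 argues against depth as the cause of that fall, although it is 1 pair of libraries. In replicate 1 the STAG2-KD library was the shallower, so a part played by depth stays open there. For STAG1 the depth used was also higher in STAG2-KD, by a ratio of at least 1.03, and before scaling it was lower, 0.861 and 0.908. In replicate 1 STAG1 peaks rose by 34.8% at a ratio of depth used of 1.04, whereas CTCF rose by 2.71% at 1.07 and SMC1A by 11.3% at 1.10, which argues against depth as the whole of that rise, although each value is from 1 pair of libraries. In replicate 2 the rise of STAG1 was 6.31% at 1.03, whereas CTCF changed by −5.60% at 1.03 and SMC1A by 1.29% at 0.987. These values lean against depth alone in the same way. The rise is small and each value is from 1 pair of libraries, so depth and an effect of the KD stay open there. Differences in immunoprecipitation efficiency, with 1 library for each group and set, were not tested. An exchange of STAG1 for STAG2 in cohesin stays open.

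In replicate 1, 2.97% to 4.60% of the peaks lay outside the chromosomes, against 0.137% to 0.253% in replicate 2. They are a signal outside the sequences compared here. They enter only the peak numbers of rows as deposited and the counts on alternate sequences below. Alignment to a reference with alternate loci was expected to remove replicate 1 peaks from 28 to 34 Mb of chromosome 6. The opposite was found: replicate 1 peaks for each replicate 2 peak were more frequent there than on the rest of the chromosome, by a median ratio of 3.33. Both sets turned out to include alternate sequences of this region, so the test cannot decide. Replicate 2 also listed few peaks on those alternate sequences, a median of 32.5 for each list against 603.5 in replicate 1. This is consistent with removal of reads placed at several loci in replicate 2 only, a hypothesis found from these values; no biological explanation was tested.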

How the results depend on the processing

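The common threshold (−log10 q of at least 2) was chosen after the data were seen; the other alternatives were planned. The falls of STAG2 and rises of STAG1 and SMC1A in peak number kept their direction under every setting computed for them (stricter and common thresholds, rows as deposited and each replicate left out). The sign of the CTCF change rests on replicate 2: the log2 ratio was −0.083 without replicate 1 and 0.039 without replicate 2. With the replicate number as a block, the paired log2 ratio was −0.30 for STAG2 and 0.26 for STAG1, and the exact sign-flip test of 2 pairs cannot give a p below 0.5, so it says nothing about stability.

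Counting only the strongest 50% of the list that holds a site, against the full other list, lowered the lost and gained shares to 0.0407% and 0.996% for STAG1, 1.96% and 0.234% for STAG2, 0.0272% and 0.0431% for CTCF, and 2.39% and 4.78% for SMC1A. With equal numbers of peaks from every list, STAG2 lost 14.7% and gained 13.4%, STAG1 gained 11.9%, CTCF lost 7.69% and gained 7.87%, SMC1A lost 15.4% and gained 16.6%, and the switch share fell to 6.91%. Lists of equal length force lost and gained numbers to be alike, so this setting removes the asymmetry by construction. For sites changed in both replicates it gave 2203 gained and 1880 lost for STAG1, in place of 4597 and 808, and 3337 lost and 2348 gained for STAG2, in place of 3492 and 386. Lost STAG2 sites for each site of the crossed split fell from 232.8 to 11.9, and gained STAG1 sites from 23.5 to 5.86. Under the stricter threshold CTCF lost 11.1% and gained 10.8%, and SMC1A lost 12.2% and gained 23.9%; under the common threshold SMC1A gained 28.2%. Requiring 50% of the shorter interval gave 27.4% lost and 33.3% gained for SMC1A. The causes of the moves under the thresholds and the overlap were not tested.

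Without the replicate block, with WT and STAG2-KD lists of different replicates compared, STAG1 lost 15.7%, STAG2 gained 19.5%, CTCF lost 20.6% and gained 19.4%, and SMC1A lost 28.9% and gained 33.2%; the sets differ in threshold, which this setting mixes with the condition.

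The switch enrichment reversed with all WT STAG2 sites as background, to odds ratios of 2.79 and 1.72. This reversal is in the unstratified odds ratios alone: within strata of peak strength they were 0.591 and 0.654 with that background, so it rests on site strength as well as on the background. In the other alternatives run the switch enrichment stayed below 1. The SMC1A odds ratios fell to 1.16 and 1.21 with equal numbers of peaks, no longer past the threshold (permutation p = 0.137 and 0.142; the range over the alternatives was 0.001, the smallest possible, to 0.142); the cause was not tested. The CTCF odds ratios kept their direction and stayed past the threshold in every alternative run. The enrichments are given for each replicate, so leaving one out gives the value of the other.

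Single replicates gave from 25466 to 26283 lost STAG2 sites and from 19519 to 27150 gained STAG1 sites, in place of the sites found in both. Promoters of 3 kb held 33.6% of lost STAG2 and 40.0% of gained STAG1 sites, since a wider window holds more. Among the other results, 5 moved with equal numbers, 3 with the stricter threshold, and 6 when either replicate was left out. How far depth limits the absent calls was not tested.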

Other observations

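The recurrence of peaks found in a single list, the SMC1A test at liver-gene exons and the comparison of sets at those exons were chosen after the results were seen.

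The STAG2 sites lost in both replicates at exons of ALB and FGA may not be chromatin sites. A list of 20 genes with abundant liver transcripts was written before it was tested, when the positions of ALB, FGA, FGB and APOA1 had been looked at. WT-only STAG2 sites over exons in both replicates were found in 8 of the 20 genes, of which 5 had not been looked at (APOB, HP, ORM1, SERPINA1 and TTR), and in 0 of 10 muscle and 0 of 10 pancreas genes. Of all coding genes, 0.874% held such a site. The 18 sites in the liver list had a WT SMC1A peak in 0 cases in either replicate, against 30.1% and 63.9% of the other lost sites (p = 0.00299 and 1.2e-08, Fisher's exact test, two-sided), which argues against cohesin binding that is lost upon STAG2 KD. The test takes the 18 sites as independent, although they lie in 8 genes, so its p-values overstate the evidence. Reads from spliced transcripts of liver cells in the WT STAG2 libraries, and fewer in WT STAG1, are a candidate explanation, found from these libraries. How many of these genes M14 cells express was not analysed here. The 18 sites are few among the 3492 lost in both, but they include 3 of the 5 with the lowest sum of ranks.

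The same exons were seen in both replicates. WT STAG2 held 23 liver-exon peaks in replicate 1 and 27 in replicate 2, and WT STAG1 held 7 and 9; the other 12 lists held 2 to 8. Of the WT STAG2 peaks of replicate 1 over these exons without a STAG2-KD peak, 90.5% (19 of 21) were in replicate 2, no more than the 96.8% of all 3833 WT STAG2 peaks found in a single list of replicate 1, so this recurrence is not particular to the liver genes. The sets may share reads, libraries or chromatin, or the same material may have entered both; these cannot be told apart from peak lists.

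Peaks found in 1 of the 8 lists of replicate 1 recurred in the same group of replicate 2 more often than in the other condition for each of the 8 lists. The recurrence was high only from the shorter lists of replicate 1 into the longer lists of replicate 2: in the reverse direction 1.67% to 13.8% of such peaks recurred in the same group and 0.0875% to 1.81% in the other condition, again with the same group higher for each of the 8 lists. For CTCF, 92.3% of the single-list WT peaks of replicate 1 were in the WT list of replicate 2 and 61.5% in the STAG2-KD list, and 91.7% of such STAG2-KD peaks were in the STAG2-KD list and 75.9% in the WT list. Noise without binding is argued against by the sequence: a CTCF motif was present at 9.47% of the CTCF sites found in both WT lists only and 7.32% of those in both STAG2-KD lists only, against 0.868% and 0.718% at 5 kb. Shared reads or chromatin and binding that differs between WT and STAG2-KD cells predict the same recurrence and cannot be told apart. For the same reason the 23.5 STAG1 sites gained in both replicates for each site of the crossed split do not exclude calls near the threshold.

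The lower frequency of STAG1 gain at lost than at retained STAG2 sites remained within 10 strata of WT STAG2 peak rank. The odds ratio within strata was at most 0.303 with the planned background and threshold, and 0.591 and 0.654 with all WT STAG2 sites as background. Site strength as measured by this rank thus does not account for the whole of it. Strength that the rank does not capture stays open. An input that differs between conditions would move STAG1 and STAG2 together. Lost STAG2 sites gained STAG1 2.82 times as often as they lost it in replicate 1 but only 1.07 times in replicate 2, which leaves this open.

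It was hypothesised that cohesin is kept where STAG1 is gained. Among lost STAG2 sites with a WT SMC1A peak and no WT STAG1 peak, SMC1A was still present in STAG2-KD at 81.7% of the switch and 59.2% of the non-switch sites in replicate 1, and at 70.6% and 46.4% in replicate 2. Within strata of strength the odds ratios were 3.05 and 2.77 (permutation p = 0.001 in each, the smallest that can be given). This is consistent with the hypothesis, although the STAG1 and SMC1A lists of a condition share an input and open chromatin could favour both.

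The CTCF co-binding of switch sites was reflected in their sequence. A CTCF motif was present at 7.22% of the switch and 3.12% of the non-switch sites in replicate 1 and at 5.59% and 2.35% in replicate 2, ratios of 2.32 and 2.37, against 0.692%, 0.548%, 0.689% and 0.580% at 5 kb. Retained STAG2 sites had a motif more often, at 23.2% and 14.98%.

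The switch share here was 20.4% in replicate 1 and 9.95% in replicate 2. Both are lower than the value quoted from the study above. The measures differ: lost sites with a WT STAG1 peak, 35.9% and 25.1%, cannot be switch sites here, whereas the study counted increased STAG1 binding. The study's number of WT STAG2 peaks is that of the replicate 1 list, so replicate 2 may not be a like comparison. The number of STAG2 sites lost here was 25466 in replicate 1 and 26283 in replicate 2, and the number of STAG1 sites gained was 27150 and 19519. These are lower than the values quoted from the study above. The number of STAG2 sites gained here was 3874 in replicate 1 and 12766 in replicate 2. Both are higher than the value quoted from the study above. The number of STAG1 sites lost here was 4077 in replicate 1 and 13369 in replicate 2. Both are higher than the value quoted from the study above. Presence of a peak was compared here, not binding activity at each peak.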
